A study of Homo sapiens with 4 samples. Its data were reported in "FLI1 promotes IFN-γ-induced kynurenine production to impair anti-tumor immunity" (2024).

How the data were processed

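ATAC-seq had been run on HK1 cells of 4 groups by genotype (WT or FLI1-KO) and treatment (untreated or IFN-γ), with 1 peak list for each. Per the study's methods, the authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with Bowtie2, removed alignments of low mapping quality and duplicates, and called peaks with MACS at a q-value cutoff; the largest q in a list was 0.0499. The methods also name a reproducibility filter between replicates (IDR). Whether a deposited list comes from 1 replicate or pooled ones, and from before or after that filter, is not stated there, so each list was treated as 1 library. Whether tag ends were shifted for the transposase is not stated either, which could move a summit by a few bases.

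In each deposited list, the authors gave every peak a score, a fold enrichment over the local background (a ratio), and a −log10 p and −log10 q at the summit, as MACS writes them. These values are the authors' own and served only to describe, rank and filter peaks within a list. No peak ended beyond a GRCh38 chromosome, and no interval was listed more than once.

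The pileup at each summit was recovered from the deposited fold and −log10 p values. MACS computes the fold as (pileup + 1) / (background + 1) and p from a Poisson distribution with that background, and for 100% of the peaks in each list a whole-number pileup and a background satisfied both. The lowest background of a list is the library's own. The shortest peak was taken as the length to which tags were extended, which the paper does not state (274 bp in WT, 249 bp in WT-IFN-γ, 259 bp in sgFLI1 and 255 bp in sgFLI1-IFN-γ). The ratio of this background to this length is the tag density. It depends on the genome size given to MACS, so it is used to compare libraries and not as a read total. In this way recovered pileups are tag counts, and comparing them between libraries after division by tag density does not compare the authors' scores. PCR duplicates had been removed and no molecular identifiers are described, so intervals cover counting error only.

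Peaks of different lists were called shared when they overlapped by at least 1 bp. Ranks were percentiles of a list by −log10 q. Peaks of like rank means shared peaks weighted over 20 rank bins to the ranks of the gained or lost ones. TSSs and exons were taken from the GENCODE annotation of GRCh38, and promoters were summits within 3 kb of a TSS. Named genes followed a rule set before the data were examined: the 5 loci the study examined, with 10 kb upstream, 8 other kynurenine genes together, up to 8 members of the IFN-γ gene list by the −log10 q of the region gained in WT, and the 3 most significant peaks found in each list alone. The list of 107 IFN-γ-inducible genes was written from general knowledge under the same condition, and all 107 were found in the annotation. It was compared with 10000 random lists matched on the number of untreated peaks within 10 kb (0 to 4 or more), which describes these libraries and is no test. For lost regions the matching was on treated peaks. Motifs were searched on both strands within 100 bp of the summit as the consensus sequences GAAANNGAAA (IRF), CCGGAAGT (ETS), TGASTCA (AP1), GGGRNWYYCC (NFKB) and CCASNAGRKGGC (CTCF). Of the 5 loci and the 6 motifs searched, 1 each is not reported here.

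Depth was equalised by binomial thinning of every pileup and its background, with 21 draws and a common −log10 p limit of 3.16. In a further setting the background was equalised and a share of the tags was replaced by draws from the background, so that the median pileup in shared peaks stood at the same multiple of the background in every library. Thinning can remove peaks and cannot add those a shallow library missed. Ratios between FLI1-KO and WT cells used peaks that overlapped one to one, with pileups summing to more than 60 tags, for chromosomes and for bins of 10 Mb with at least 20 such peaks. Alternatives were set at the same stage, except for thinning and a set of 17 chromosomes with like ratios, which were added afterwards. They were stricter −log10 q limits, equal list sizes, other definitions of overlap, other windows and all contigs.

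The steps were tested on simulated data. All of 19835 simulated pileups were recovered, 200 removed and 300 added peaks were counted exactly, and 200 planted motifs were found. Of 40 random gene lists, 0 lay above percentile 97.5. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1.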

Results

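Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts and tags open DNA, in HK1 cells, an established human nasopharyngeal carcinoma line. Wild-type (WT) cells and cells in which the transcription factor gene FLI1 was knocked out with a guide RNA (sgFLI1, FLI1-KO) were left untreated or exposed to the cytokine interferon-γ (IFN-γ). The 4 groups (WT, WT-IFN-γ, sgFLI1 and sgFLI1-IFN-γ) held 1 library each. With 1 library per group, no difference could be set against a spread between replicates and no test between groups was run. Intervals give the 95% counting error within a library only, by Wilson's method for shares and the exact Poisson method for pileups.

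The lists held 59629 peaks in WT, 67470 in WT-IFN-γ, 63203 in sgFLI1 and 59923 in sgFLI1-IFN-γ. They lay on 23 chromosomes of GRCh38, and none of them on Y. The peaks covered 47.6 Mb in WT, 49.8 Mb in WT-IFN-γ, 45.3 Mb in sgFLI1 and 43.2 Mb in sgFLI1-IFN-γ, with median widths of 718, 651, 625 and 629 bp in the same order. Depth was read from each peak's fold and −log10 p, which together give the whole number of tags over the summit (the summit pileup) and the background expected there. The background of the library was 2.20 tags in WT, 2.20 in WT-IFN-γ, 1.80 in sgFLI1 and 1.75 in sgFLI1-IFN-γ. Divided by the length to which tags were extended, this came to 8.04, 8.84, 6.93 and 6.86 tags per kb of genome, so that WT-IFN-γ was 1.29 times as deep as sgFLI1-IFN-γ. The median summit pileup was 31, 30, 27 and 26 tags. The lowest pileup listed was 8 tags in both WT libraries and 7 tags in both FLI1-KO libraries. Within 3 kb of a transcription start site (TSS) lay 33.4% of the peaks in WT (33.1 to 33.8%), 31.5% in WT-IFN-γ (31.2 to 31.9%), 32.8% in sgFLI1 (32.4 to 33.2%) and 33.5% in sgFLI1-IFN-γ (33.2 to 33.9%).

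After IFN-γ the number of peaks was 13.1% higher in WT cells and fell by 5.19% in FLI1-KO cells. With every library thinned to the background of the shallowest, an adjustment chosen after the data were seen, the lists held 58290 peaks in WT, 65817 in WT-IFN-γ, 63017 in sgFLI1 and 59922 in sgFLI1-IFN-γ (medians of 21 draws). With −log10 q of at least 10 required in every list, the setting that moved the numbers most, they held 37220, 41313, 36280 and 33622 peaks.

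**Figure D1:**
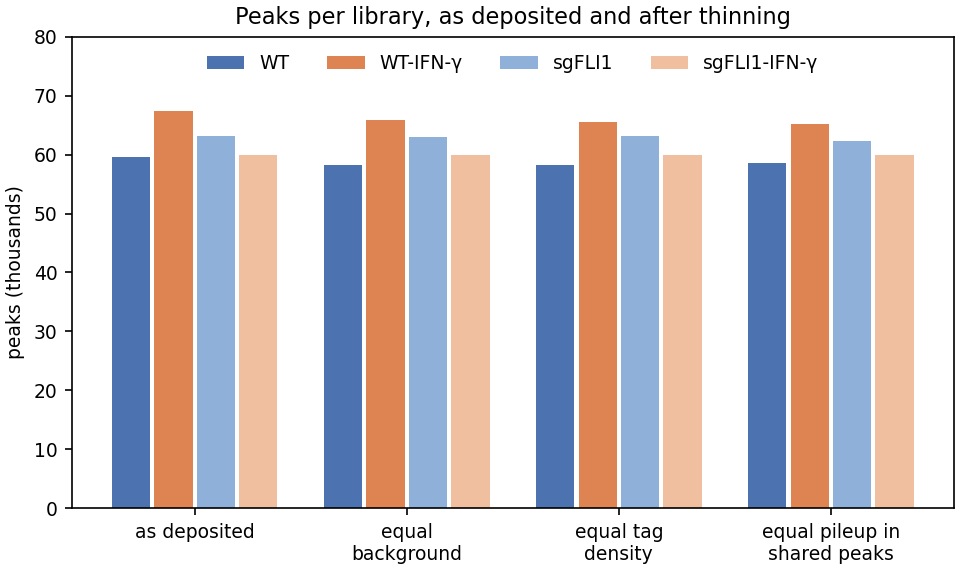
Number of peaks (y axis, from 0) in each of the 4 libraries as deposited and after thinning to an equal background, an equal tag density or an equal median pileup in shared peaks (medians of 21 draws, 1 library per group). WT-IFN-γ holds the most peaks in each set, 67470 as deposited.

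The first comparison asked which regions opened or closed with IFN-γ in WT cells. Of the WT-IFN-γ peaks, 16999 (25.2%, 24.9 to 25.5%) shared no base with a WT peak and are called gained. Of the WT peaks, 9482 (15.9%, 15.6 to 16.2%) shared none with a WT-IFN-γ peak and are called lost. Gained regions were weak, with a median summit pileup of 14 tags against 41 in the peaks shared with WT, and 1545 of them ranked above the median of their list by −log10 q. Among lost regions 267 did so. The numbers moved most when −log10 q of at least 5 was required of the peak and no peak at all in the other list, at 7772 gained and 3381 lost.

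In FLI1-KO cells the same comparison gave 10776 gained regions (18.0%, 17.7 to 18.3%) and 14047 lost ones (22.2%, 21.9 to 22.6%). The gained regions had a median pileup of 11 tags, and 369 ranked above the median of their list. Of the lost regions 504 did so.

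Without IFN-γ, 15968 sgFLI1 peaks (25.3%, 24.9 to 25.6%) had no counterpart in WT, and 12767 WT peaks (21.4%, 21.1 to 21.7%) had none in sgFLI1. This order was the opposite at −log10 q of at least 10 (5860 and 6929). With IFN-γ, 19566 WT-IFN-γ peaks (29.0%, 28.7 to 29.3%) had no counterpart in sgFLI1-IFN-γ, and 11877 sgFLI1-IFN-γ peaks (19.8%, 19.5 to 20.1%) had none in WT-IFN-γ. Merged over the 4 lists there were 93208 regions. Of these, 40876 (43.9%) were in every list, 10854 were in WT-IFN-γ alone, 8073 in sgFLI1 alone, 5710 in sgFLI1-IFN-γ alone and 5525 in WT alone.

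To ask how much of the WT response was seen without FLI1, the gained regions were looked up in the other treated library. Of the 16999 regions gained in WT, 12599 (74.1%, 73.5 to 74.8%) had no sgFLI1-IFN-γ peak. Among WT-IFN-γ peaks of like rank that were shared with WT, 39.6% had none. Of the 10776 regions gained in FLI1-KO cells, 6691 (62.1%, 61.2 to 63.0%) had no WT-IFN-γ peak, against 37.3% of the shared peaks of like rank. The first share ranged down to 63.5% and the second down to 36.6% when −log10 q of at least 5 was required of the gained peak and no peak at all in the lists it was missing from. Of the regions gained in WT, 4400 met an sgFLI1-IFN-γ peak and 4466 met a peak of untreated sgFLI1. Of those gained in FLI1-KO cells, 4085 met a WT-IFN-γ peak and 3373 met a peak of untreated WT. A match in the other treated library therefore does not by itself show a response to IFN-γ.

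At FLI1 itself (ENSG00000151702.18, chromosome 11, 128686535 to 128813267), with 10 kb upstream, there were 4 peaks in WT, 5 in WT-IFN-γ, 5 in sgFLI1 and 4 in sgFLI1-IFN-γ. A peak list does not show a small deletion in an exon, so these counts did not check the genotype. A peak with its summit at -944 bp from the canonical TSS in WT (12 tags, 6.20 to 20.96) and at -804 bp in WT-IFN-γ (22 tags, 13.8 to 33.3) was in neither FLI1-KO list. The reverse was seen too, with weak peaks in both FLI1-KO lists and in neither WT list. A peak in intron 1 had 13 tags in sgFLI1 and 10 in sgFLI1-IFN-γ, and one in intron 4 had 14 and 9.

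IDO1 (ENSG00000131203.13, chromosome 8, 39902275 to 39928790) encodes an enzyme of kynurenine synthesis, and its promoter was the region the study examined. In WT-IFN-γ a peak from 39912181 to 39914063 covered the canonical TSS at 39913891, with its summit at -57 bp, 53 tags (39.7 to 69.3), a local background of 10.5 tags and a −log10 q of 18.1, which ranked at percentile 58.6 of its list. None of the other 3 lists had a peak there. At the background of sgFLI1-IFN-γ the same signal would amount to 42.1 tags over 8.38, and 19 tags would have been listed, so a region of that strength would have been listed at that depth. Upstream, a peak at 39892006 to 39892746 in WT-IFN-γ (34 tags, 23.6 to 47.5) was matched in WT (19 tags, 11.4 to 29.7) and sgFLI1 (14 tags, 7.65 to 23.5), and no sgFLI1-IFN-γ peak overlapped it. Another WT-IFN-γ peak, at 39900468 to 39900805, had 12 tags and was in that list alone.

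**Figure D2:**
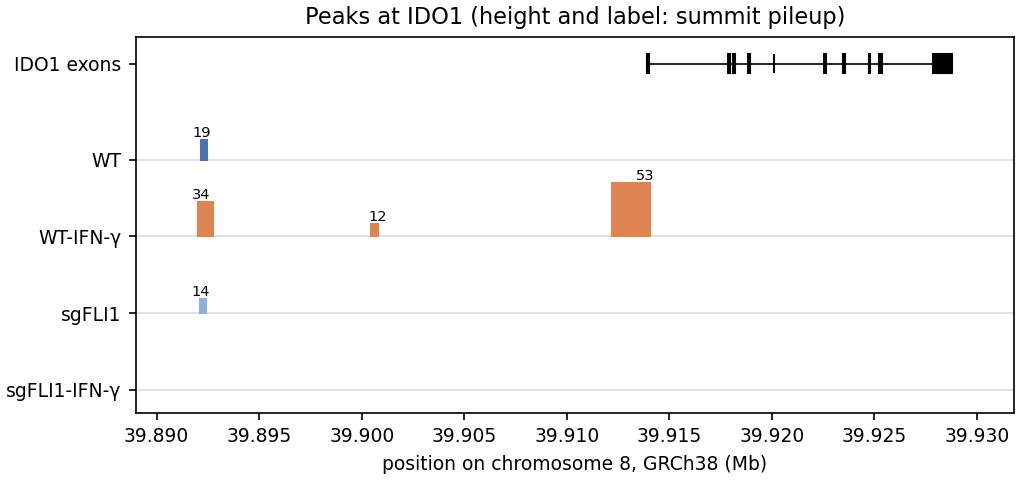
Peaks at IDO1 on chromosome 8 of GRCh38 (x axis, Mb) in the 4 libraries, drawn to scale along the genome, with the exons of the canonical transcript in black. The height and number of each box are its summit pileup in tags, not scaled for depth. The box of 53 tags at the TSS is in WT-IFN-γ alone, and sgFLI1-IFN-γ has no peak in the window.

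CREBBP, which encodes CBP (ENSG00000005339.15, chromosome 16, 3725054 to 3880713), had 5, 8, 4 and 3 peaks in the order WT, WT-IFN-γ, sgFLI1 and sgFLI1-IFN-γ. The WT-IFN-γ peaks not listed in WT were weak, at 10, 18 and 10 tags. Over the first 10 Mb of chromosome 16 the log2 ratio of FLI1-KO to WT pileups in shared peaks was -0.22 untreated and -0.20 with IFN-γ. Lower counts in the FLI1-KO lists thus cannot be tied to CREBBP in particular. The CREBBP promoter peak, with the summit between -195 and -131 bp from the TSS, had 86 tags in WT (68.8 to 106), 94 in WT-IFN-γ (76.0 to 115), 75 in sgFLI1 (59.0 to 94.0) and 65 in sgFLI1-IFN-γ (50.2 to 82.9). Divided by tags per kb these were 10.7, 10.6, 10.8 and 9.48. KAT5 (ENSG00000172977.13, chromosome 11, 65711996 to 65719604) had 2 peaks in each library, and the promoter peak had 212, 206, 172 and 169 tags in the same order, or 26.4, 23.3, 24.8 and 24.6 after this division. Of 8 other genes that the paper lists as related to kynurenine synthesis, 6 had a peak in WT and in WT-IFN-γ and 7 in sgFLI1 and in sgFLI1-IFN-γ. Their peaks numbered 30 in WT, 34 in WT-IFN-γ, 24 in sgFLI1 and 24 in sgFLI1-IFN-γ. The genes named next were chosen after their values were seen. IDO2, beside IDO1, had 5, 8, 3 and 2 peaks in the same order. AADAT had none in any list, and TDO2 had 1 in both FLI1-KO lists and none in WT or WT-IFN-γ.

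A list of 107 IFN-γ-inducible genes was then compared with random lists of protein-coding genes matched on the number of untreated peaks near the TSS. In WT cells 51 of the 107 genes (47.7%, 38.5 to 57.0%) had a gained region within 10 kb of a TSS. Random lists had a median of 19 (12 to 27 in the middle 95%), and none of 10000 had as many. In FLI1-KO cells 20 genes (18.7%, 12.4 to 27.1%) had one, against a median of 12 (6 to 19) and at percentile 98.4. This place depended on the window. Within 3 kb it was 7 genes at percentile 85.7, and within 50 kb 51 genes at percentile 82.9, while WT stayed above all random lists with 26 and 84 genes. Lost regions lay near 7 of the genes in WT (percentile 6.58) and 14 in FLI1-KO cells (percentile 19.4), with these random lists matched on treated peaks instead. There were 16 genes with a gained region in both kinds of cells, 35 in WT only and 4 in FLI1-KO only.

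The 8 list genes with the most significant gained region in WT were CIITA, GBP5, VAMP5, GBP1, OAS2, TNFSF10, IFI44 and IFIT2. The CIITA region (chromosome 16, 10870743 to 10871988, 136 tags, 114 to 161) was listed in both FLI1-KO libraries, and so was the one at VAMP5 (102 tags, 83.2 to 124). At GBP1 the region over the TSS (chromosome 1, 89064824 to 89065724) had 100 tags in WT-IFN-γ (81.4 to 122). In sgFLI1-IFN-γ, where it was gained too, it had 21 (13.0 to 32.1). At GBP5 these pileups were 127 (106 to 151) and 19 (11.4 to 29.7), and at OAS2 87 (69.7 to 107) and 18 (10.7 to 28.5). These differences exceed the depth ratio of the libraries of 1.29. TNFSF10 (58 tags, 44.04 to 74.98) and IFI44 (35 tags, 24.4 to 48.7) had no sgFLI1-IFN-γ peak at their region, and the TNFSF10 region was listed in sgFLI1. The IFIT2 region (48 tags, 35.4 to 63.6) was met by an sgFLI1-IFN-γ peak of 14 tags (7.65 to 23.5).

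Of the regions gained in WT, 13.4% (12.9 to 13.9%) had the IRF motif GAAANNGAAA within 100 bp of the summit, which is bound by interferon regulatory factors. The share was 2.299% (2.02 to 2.62%) in lost regions and 2.69% in shared WT-IFN-γ peaks of like rank. In FLI1-KO cells it was 4.16% (3.797 to 4.55%) in gained and 2.299% (2.06 to 2.56%) in lost regions, with 2.57% in shared peaks of like rank. The ETS site CCGGAAGT, the kind FLI1 binds, was in 0.224% of gained and 0.264% of lost regions in WT and in 0.149% and 0.249% in FLI1-KO cells, with overlapping intervals. The AP1 site was in 18.6% of gained and 13.0% of lost regions in WT, and in 14.4% and 17.4% in FLI1-KO cells. In shared peaks of like rank these shares were 17.5% and 19.7% in WT, and 18.6% and 17.8% in FLI1-KO cells. Gained regions in WT were thus near that level for AP1, and the lost ones lay below it. The CTCF site was in 3.46% and 6.77% in WT, and in 6.37% and 4.67% in FLI1-KO cells. Shared peaks of like rank had it in 7.44% and 5.86% in WT, and in 5.73% and 6.66% in FLI1-KO cells. The NFKB site differed by less than the intervals in both. Among WT-gained regions the IRF motif was in 14.8% (14.2 to 15.5%) of those without and 9.27% (8.45 to 10.2%) of those with an sgFLI1-IFN-γ peak. The AP1 site went the other way, at 16.35% (15.72 to 17.01%) without and 25.07% (23.81 to 26.37%) with such a peak. So did the CTCF site, at 2.75% (2.48 to 3.06%) and 5.48% (4.84 to 6.19%). The ETS and NFKB sites had overlapping intervals.

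**Figure D3:**
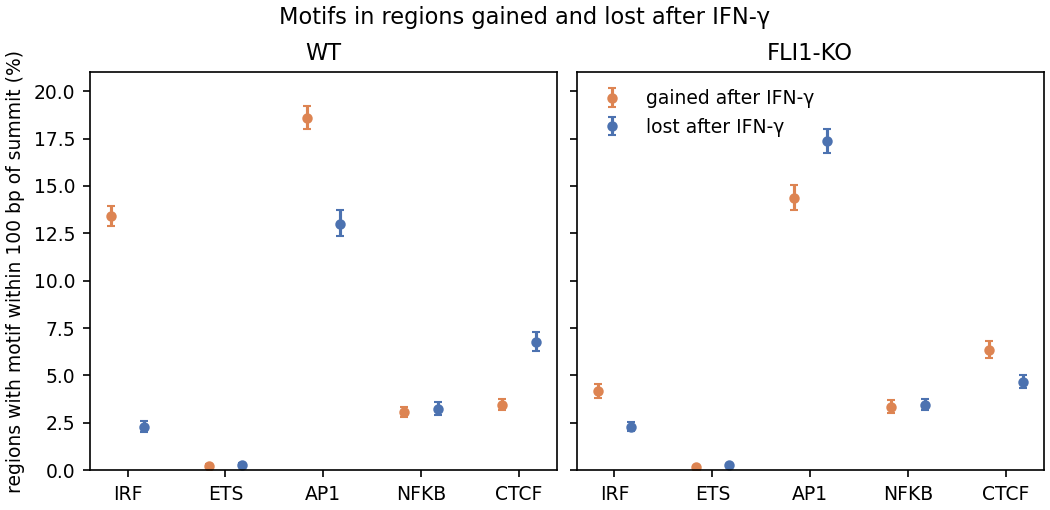
Share of regions with each of 5 of the motifs searched within 100 bp of the summit (y axis, percent) among regions gained and lost after IFN-γ, in WT cells on the left and FLI1-KO cells on the right (1 library per group). Bars are 95% Wilson intervals. The IRF motif is in 13.4% of gained and 2.299% of lost regions in WT.

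The summit pileups of shared peaks, divided by tag density and centred on the genome-wide median, were compared between FLI1-KO and WT cells by chromosome. The ratio fell by 0.35 on the log2 scale on chromosome 18 without IFN-γ and by 0.39 with it. On chromosome 16 it fell by 0.30 and by 0.27, on 19 by 0.23 and by 0.17, and on 9 by 0.22 and by 0.22. It was higher on chromosome 13 (0.21 and 0.14) and on 5 (0.16 and 0.11). Across the 23 chromosomes the untreated and the treated pair, which have no library in common, were correlated (Pearson's r 0.968, Spearman's rho 0.874, two-sided permutation p 2e-05 for both, the smallest the 100000 permutations can give). This was the only such relation computed, and chromosomes are not replicates. Without chromosomes 18 and 16, the farthest from the median, r was 0.947. The SD over chromosomes was 0.14 and 0.13 in these pairs, against 0.02 in the WT-IFN-γ to WT pair and 0.02 in the sgFLI1-IFN-γ to sgFLI1 pair.

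**Figure D4:**
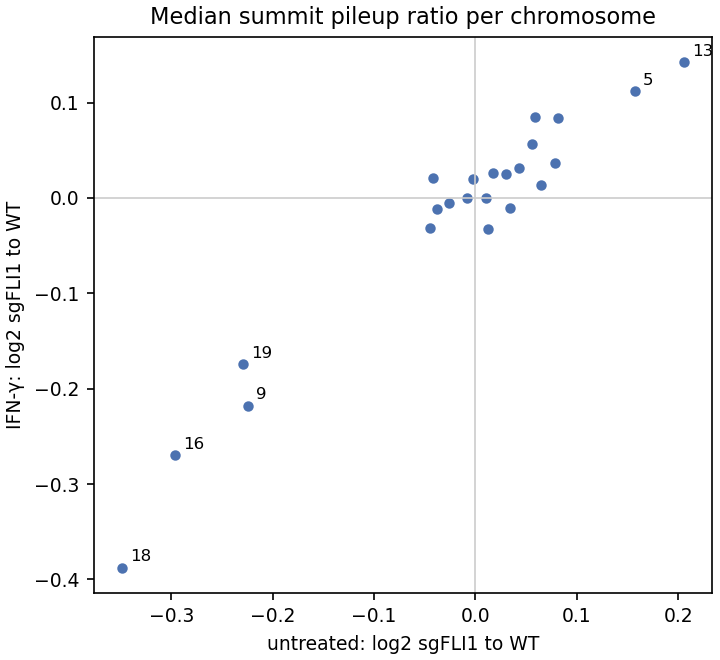
Median log2 ratio of depth-scaled summit pileups, sgFLI1 to WT, over the shared peaks of each of 23 chromosomes (points). The untreated pair is on the x axis and the IFN-γ pair on the y axis, and chromosomes beyond 0.1 in size are labelled. Chromosomes 18, 16, 19 and 9 lie below 0 in both pairs, and 13 and 5 above.

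The 3 most significant peaks of WT-IFN-γ found in no other list were at 39677949 to 39679613 on chromosome 19 (101 tags, 82.3 to 123, nearest TSS LGALS16 at 22315 bp), at 10878174 to 10879016 on chromosome 16 in intron 1 of CIITA (128 tags, 107 to 152) and at 48915416 to 48916222 on chromosome 17 in intron 3 of UBE2Z (76 tags, 59.9 to 95.1). Those of sgFLI1 were at 5154696 to 5154975 on chromosome 21 (76 tags, 59.9 to 95.1, nearest TSS TPTE at -5366685 bp), at 88238728 to 88239002 on chromosome 16 (69 tags, 53.7 to 87.3, nearest TSS ZNF469 at -144014 bp) and at 65250387 to 65250758 on chromosome 11 (45 tags, 32.8 to 60.2, nearest TSS POLA2 at -11391 bp). In WT they lay in introns of NCF1 (41 tags) and EEF2KMT (52 tags) and at -15607 bp from the TSS of CCDC179 (36 tags). In sgFLI1-IFN-γ they lay in introns of OXR1 (33 tags) and C4orf45 (27 tags) and at -16987 bp from the TSS of USP3 (36 tags).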

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

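Of the tests in this part, the 4 ways of thinning were chosen after the data had been seen. WT and FLI1-KO cells moved in opposite directions after IFN-γ in the number of peaks, by 7841 in WT and by -3280 in FLI1-KO cells. The difference between the 2 kinds of cells was not tested, since each group has 1 library. Thinning every library to the shallowest background left a median rise of 7535 in WT and a change of -3095 in FLI1-KO cells, in the same direction in all 21 draws. The backgrounds were nearly equal beforehand, at 2.20 and 2.20 tags in the WT libraries and 1.80 and 1.75 in the FLI1-KO ones. This setting could therefore hardly have removed either change. At equal tag density the changes were 7286 and -3206, and at equal median pileup in shared peaks 6621 and -2310, again in all 21 draws. These settings scale pileup and background alike and leave their ratio as it was. That ratio, the median pileup in shared peaks over the library's background, was 20.9 in WT, 22.7 in WT-IFN-γ, 23.4 in sgFLI1 and 21.7 in sgFLI1-IFN-γ, and so moved in the same direction as the counts. With the excess over background lowered to the same ratio in every library, the changes were 6205 and -1976, in the same direction in all 21 draws. Depth, tag number and signal over background therefore did not account for the whole of either change, and signal over background may account for part of both. With the peaks put into 5 classes by GC content, the count in WT was higher in 5 of the 5. In FLI1-KO cells it was lower in 4 of the 5 classes and higher by 406 in that of lowest GC content, so a GC-related difference between the FLI1-KO libraries stays open and may underlie part of the lower count. A difference between preparations, which 1 library per group cannot separate from IFN-γ, stays open for both.

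Covered length moved with the counts, by 2.12 Mb in WT and by -2.06 Mb in FLI1-KO cells. Median peak width changed by -67 bp in WT and by 4 bp in FLI1-KO cells. The lists differ in the length to which tags were extended, 274 bp in WT against 249 bp in WT-IFN-γ, so widths are partly set by the peak caller. The promoter share changed by -1.90 percentage points in WT and by 0.75 in FLI1-KO cells. These differences were not tested, and no biological explanation was tested for them.

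Peaks at 3 loci also moved in opposite directions: at FLI1 by 1 in WT and by -1 in FLI1-KO cells, at IDO1 by 2 and by -1, and at CREBBP by 3 and by -1. At −log10 q of at least 5, FLI1 had 2 peaks in WT and in WT-IFN-γ, 5 in sgFLI1 and 2 in sgFLI1-IFN-γ. IDO1 had 1, 2, 1 and 0 in the same order, and CREBBP had 4, 5, 3 and 3. With the gene body and 3 kb upstream only, FLI1 had 4, 5, 5 and 4 peaks, IDO1 0, 2, 0 and 0, and CREBBP 5, 8, 4 and 3. No locus thus kept its opposite directions under both settings. For IDO1, the missing promoter region in sgFLI1-IFN-γ could come from a loss of that part of chromosome 8 in the FLI1-KO cells. The shared peaks within 5 Mb argued against a loss over most of that window. Their median log2 ratio between the treated libraries was 0.018 (-0.06 to 0.07, bootstrap over 86 peaks), and such a loss would need a value below -1. A short loss at IDO1 could not be excluded, since it would hardly move this median and peaks lost with it would not be shared. FLI1 status, the treatment and the single preparation stay open as explanations as well.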

How the results depend on the processing

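The 4 thinning settings and the restriction to 17 chromosomes were chosen after the data were seen, the other alternatives before. Against the values as reported, 111 of the values recomputed for the 18 planned results stayed within 1.5 times a count or within the interval of a share, and 67 did not. A paired analysis of treated and untreated libraries was not run, since WT and FLI1-KO cells would be its only pairs. No difference between groups was tested. Because each group has 1 library, no replicate could be left out. Using all contigs changed nothing, since the lists hold none beyond the 23 chromosomes. The 111 values include those of this setting, which could not change.

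The higher peak count of WT-IFN-γ over WT and the lower one of sgFLI1-IFN-γ under sgFLI1 held under all 6 alternatives that can change them. The excess of lost over gained regions in FLI1-KO cells held under all 9 such alternatives, that of WT-only over FLI1-KO-only regions with IFN-γ under all 10, and that of gained over lost regions in WT under all 9. More FLI1-KO-only than WT-only regions without IFN-γ held under 9 of 10, with the opposite order at −log10 q of at least 10. Equal list sizes are left out of these counts, since lists of the same length have nearly as many unmatched regions on either side by construction. By the same arithmetic, an excess of unmatched regions in the longer list mostly restates the difference in list length. The 17 chromosomes still hold blocks with uneven ratios, so that setting does not remove them.

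A −log10 q of at least 10 left 37220 peaks in WT, 36280 in sgFLI1, 41313 in WT-IFN-γ and 33622 in sgFLI1-IFN-γ. A stricter limit removes peaks by construction. Gained and lost regions in WT came to 10452 and 5331 at −log10 q of at least 5, to 7830 and 3879 at 10, and to 7772 and 3381 when only the list with the peak had to reach 5. In FLI1-KO cells these were 5007 and 7958, 3088 and 5720, and 3285 and 4970. Regions in sgFLI1 and not WT, and the reverse, were 9293 and 8200, 5860 and 6929, and 6802 and 6053. With IFN-γ, FLI1-KO-only regions were 6259, 3505 and 4340, and WT-only ones 11187 at 10 and 9898 with the limit on the list with the peak. At equal list size, which fixes the balance but not the level, 10958 regions were gained in WT. With 50% reciprocal overlap, 15162 were lost in WT and 18288 were in sgFLI1-IFN-γ and not WT-IFN-γ.

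The share of WT-gained regions without an sgFLI1-IFN-γ peak was 71.5% and 75.1% at −log10 q of 5 and 10, 67.4% at equal list size, 75.8% with reciprocal overlap, 76.3% by summit, 63.5% with the limit on the gained peak only, and 72.5%, 72.4%, 72.4% and 71.9% after thinning to equal background, tag density, pileup and signal over background. The share of FLI1-KO-gained regions without a WT-IFN-γ peak was 45.6%, 38.5%, 66.1%, 69.1%, 64.8%, 36.6%, 63.0%, 63.3%, 63.3% and 63.1% under the same settings. The first was the higher in all 10 alternatives that can change it, by 67.4% to 66.1% at equal list size. The cause was not tested.

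Genes of the list with a gained region were 26 within 3 kb and 84 within 50 kb in WT, and 7 and 51 in FLI1-KO cells, where the list then lay inside the middle 95% of random lists, at percentiles 85.7 and 82.9. With the limit on the gained peak only, there were 11 in FLI1-KO cells, at percentile 99.4, and at −log10 q of at least 5 the percentile was 98.7. The IRF share in WT was 8.77% within 50 bp, 20.3% within 250 bp, 16.1% at −log10 q of 5, 17.1% at equal list size, 19.5% with the limit on the gained peak only, and 14.0%, 14.1% and 14.3% after thinning to tag density, pileup and signal over background. In FLI1-KO cells it was 1.85% within 50 bp, 9.50% within 250 bp, 5.15% at −log10 q of 5 and 5.14% with the limit on the gained peak only. Of the values for promoter shares and single loci, 20 moved and 28 did not.

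A region missing from a list is one not called at that depth. In the FLI1-KO libraries, 7 tags at the library's background were the fewest listed, and 8 in the WT libraries. Peaks of a list without a counterpart in the list it was compared with had median pileups of 11 to 15 tags, against 32 to 43 in shared ones, which limits what their absence shows.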

Other observations

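Among the tests in this part, the matching of chromosome ratios on GC content, thinning and the change of the local background were chosen after the results were seen, and the split of WT-gained regions by FLI1-KO list after the motif shares were seen.

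The uneven FLI1-KO to WT ratio over chromosomes could come from a difference in copy number between the cells. It recurred in both pairs of libraries (r 0.968), which the explanation needs and unrelated noise would not give. Matching peaks on GC content left 99.3% of the spread, which argues against GC content. Within chromosomes the ratio changed in blocks. The first 10 Mb of the X chromosome fell by 0.89 on the log2 scale without IFN-γ and by 0.93 with it. The first 10 Mb of chromosome 9 rose by 0.85 and 0.86, and the part from 70000001 to 80000000 had log2 ratios of -0.45 and -0.47. Of 286 bins, 24 differed by more than 0.3 in the same direction in both pairs. A regional change of chromatin without a change in copy number stays open, since the lists hold no DNA input. How much it adds to the regions found in WT or FLI1-KO cells alone was not tested.

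The list of IFN-γ-inducible genes had 51 genes with a gained region in WT. After thinning the medians were 50 at equal background, 50 at equal tag density, 49 at equal pileup and 48 at equal signal over background, and no draw had fewer than 46. The list stayed above all random lists (percentile 100), a measure at its ceiling that would not show a small loss. Library depth and signal over background therefore did not account for the whole of it, and an IFN-γ response in WT cells is a candidate explanation.

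FLI1-KO cells may have kept part of the response to IFN-γ. The IRF motif was 1.81 times as frequent in regions gained as in regions lost there, but the CTCF motif differed in the same direction (6.37% and 4.67%), so by itself this leaves the question open. A further test took the WT-gained regions met by a peak in only 1 of the FLI1-KO lists. Of those with an IRF motif, 75.3% (70.4 to 79.7%) were in sgFLI1-IFN-γ and the rest in sgFLI1, against 46.3% (44.5 to 48.0%) of those without. With and without a CTCF motif the shares were 50.8% (43.8 to 57.7%) and 48.9% (47.2 to 50.7%). This is in line with a response kept in part and weaker than in WT, as a hypothesis from 1 library per group.

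At the IDO1 promoter peak of WT-IFN-γ the local background was 10.5 tags, against 2.20 for the library. The other WT-IFN-γ peaks in the IDO1 window had 2.52 and 2.20 tags, so the higher value was limited to the promoter peak. Random lists of genes had a median of 4.17 times the library's background in WT-IFN-γ, so a value well above the library's is common near genes. WT had no peak at the promoter, so a change there could not be read. Whether inducible genes have a raised local background was asked of the list. In WT-IFN-γ the median local background at its genes was 3.94 times the library's and stood at percentile 27.1 of random lists, but the list began at percentile 0.18 in WT, so this value decides nothing. The change from WT to WT-IFN-γ had a median of 0.32 on the log2 scale over 90 genes with a peak in both, against -0.06 in random lists, at percentile 100. In FLI1-KO cells the change was 0.04 against -0.03, at percentile 100 as well. The local background thus rose at these genes relative to others in both kinds of cells, and the difference between the 2 was not tested. It was read at called peaks, from windows that hold the tags of those peaks and of gained regions nearby, so a rise outside peaks was not tested.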
